A study of Arabidopsis thaliana with 9 samples. Its data were reported in "EXPRSS: an Illumina based high-throughput expression-profiling method to reveal transcriptional dynamics" (2014).

How the data were processed

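EXPRSS Tag-seq counts polyadenylated transcripts by 1 sequence tag each. First strand cDNA is primed with oligo-dT, double-stranded cDNA is sheared at random by ultrasound, and only the fragment next to the poly(A) tail is amplified, so that a tag lies near the 3′ end and keeps the strand of its mRNA. Leaves of the Arabidopsis ecotype Nossen (No-0) and of the mutant slh1 were sampled before a transfer of plants from 28 °C to 21 °C (0 h) and 6, 9 and 24 h after it. Each of the 2 genotypes has 1 library at each of the 4 time points, which gives 8 libraries and no replicate of any group. The samples were grouped by the genotype and time point in their titles. A further sample that stands for reads assigned to no barcode was put in no group and was not used here.

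The authors deposited 1 table per library with an expected count of tags per locus, not scaled to library size. Per the methods of the study, the reads of these libraries were truncated and filtered by quality. Its general pipeline removed reads with an imperfect barcode and artefact reads, and aligned the rest with Bowtie to the TAIR10 genome and then to transcripts. For the paired reads of these libraries the methods name the aligner BWA, so that the aligner behind the counts is not certain. A read that fell on several genes, or on overlapping genes, was split equally between them. For this reason the deposited expected counts need not be whole, and between 10.6% and 12.6% of the rows of a library were fractional at a tolerance of 1e-06. Genes that share reads with a near-identical copy are therefore uncertain. No molecular identifiers were used, so PCR copies are counted as tags and every interval given covers counting error only. Rows with a prefixed locus name were read as tags on the antisense strand. The files do not state this. Prefixed rows held 11.4% of all tags, the smaller part. Loci that carry a run of at least 20 A on 1 strand only were looked at after seeing the data, and they check the reading only if poly(A) reads align to such runs. At the 258 loci with the run on the antisense strand, 89.4% of tags were in the prefixed rows, against 6.11% at the 129 loci with the run on the sense strand.

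Library totals were 411730, 353104, 410657 and 573997 tags for No-0 at 0, 6, 9 and 24 h, and 227021, 443899, 446893 and 232897 tags for slh1. TPM of a gene is its sense tags scaled to a total of 1000000 sense tags per library. For detection, sense and antisense tags together were scaled to that total. A single sense tag is worth between 1.99 and 4.98 TPM, and a floor of 3 tags per library corresponds to between 5.96 and 15.0 TPM. Of 21063 sense loci, 98.5% were matched by locus name to the annotation of the TAIR10.1 assembly, which was used for gene symbols, coordinates and runs of A. The authors used TAIR10 and their files hold no coordinates, so all positions given are those of TAIR10.1. Chloroplast loci were named by the files' own identifiers.

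Counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr by genotype and temperature) in R 4.3.3, with Benjamini-Hochberg adjustment over the 7824 genes that passed the filter and a threshold of 0.05. The test that the study applied to replicated samples needs replicates and was not used. For slh1 against No-0, the model had the time point as a block, 1 genotype term at 28 °C (0 h) and 1 at 21 °C (6, 9 and 24 h together), which leaves 2 residual degrees of freedom. The error of the 21 °C term is the variation of the genotype difference between time points. The 28 °C term compares 1 library with 1 and assumes that these vary like the libraries at 21 °C. The temperature shift within a genotype was tested with 4 group means and 4 residual degrees of freedom. Standard errors were derived from the fold change and the F statistic. Pairs of single libraries were compared without a test, by counting genes at least 4-fold apart on the scale log2(TPM + 5), which understates the change of low genes. Intervals of ratios between 2 libraries are exact 95% binomial (Clopper-Pearson) intervals, those of single values are exact Poisson intervals, and those of shares are Wilson intervals.

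In all, 10 gene lists with 100 genes were used, of which 8 were tested with fry from limma 3.58.1. The others hold RRS1 with RPS4, and 6 reference genes. The median of each list in a pair of libraries was also set against 10000 random lists of the same size, matched on mean expression within 100 ranks on either side, using list genes with a mean of at least 2 tags. The groups, the tests, the gene lists, the alternatives (except those named below as added) and the rule for genes to name were fixed before the data were examined. The text names list genes where a list needs them, with RRS1 and RPS4 first. For each edgeR comparison it names up to 5 genes in each direction with the largest fold change. These are taken from genes with adjusted p below 0.05 and the same sign at each time point. Where none passed, it names the 3 genes with the smallest p. For the added test at 24 h it also names genes whose genotype difference changed sign between time points. For each pair of libraries it names the 3 genes with the largest difference in each direction.

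The edgeR procedure was tested on simulated counts drawn at the real means and library sizes with 200 genes changed by known factors. For slh1 against No-0 at 21 °C it recovered 89 of the 184 changed genes that passed the filter (7235 genes tested), with 3 false calls. For the difference at 28 °C it recovered 31 of 187, for the interaction 24 of 189, and for the shift 7 of 182 in No-0 and 5 of 185 in slh1. For the added test at 24 h it recovered 29 of 186. The simulated counts took the trended spread of the fit for each gene in all libraries. Lone pairs therefore varied like the others by construction, so that these numbers do not check that assumption. Nor do they cover genes whose spread is larger than the trend.

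Alternatives were RLE size factors or total tags in place of TMM, other filters on low counts, DESeq2 1.42.0 and limma-voom, an adjusted p threshold of 0.01, antisense rows tested together with sense genes, organellar and ribosomal RNA loci left out, fractional counts kept, no time block, other sets of time points, each pair or library left out in turn, other pseudocounts, and libraries thinned to the smallest total. A test of the genotype difference at 24 h against the earlier difference, and fits without loci that hold a run of 15 or more A on the strand counted, were added after seeing the data.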

Results

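The series measured transcripts in leaves of No-0 and slh1 plants around a shift from 28 °C to 21 °C. The slh1 mutant carries a changed RRS1, an immune receptor gene of Arabidopsis, and the shift is used to release its phenotype at the lower temperature. Each genotype was sampled at 0, 6, 9 and 24 h with 1 library per time point, so that no group has replicates. The 8 libraries held between 227021 and 573997 assigned tags, and the slh1 libraries at 0 h and 24 h were the smallest.

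Between 11480 and 15903 sense genes were detected at 1 TPM or more per library. At this depth 1 tag is worth more than 1 TPM, so that detection means at least about 1 tag. Thinning every library to the smallest total gave a median of 12301 genes against 14124.5 before thinning. Antisense tags made up between 10.1% (95% Wilson interval 10.0 to 10.2) in slh1 at 9 h and 12.3% (12.2 to 12.4) in No-0 at 24 h. The median antisense share was 11.5%, and leaving out loci with a run of 15 or more A on the strand counted, an alternative chosen after seeing the data, moved it most, to 6.15%. Among features with a mean of at least 1 TPM over the 8 libraries, 28.3% were antisense.

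Antisense tags lay unevenly over loci. Loci whose longest run of A on the antisense strand was below 10 bases had a mean of 7.42 antisense tags over the 8 libraries together. The 259 loci with a run of 20 or more had a mean of 562 antisense tags.

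**Figure D1:**
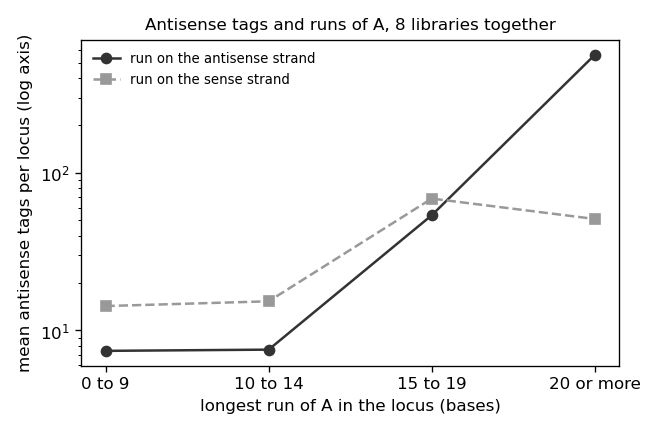
Mean antisense tags per locus, summed over the 8 libraries (vertical axis, logarithmic), against the longest run of A in the locus in bases (horizontal axis), for runs on the antisense strand (circles) and on the sense strand (squares). The mean for runs on the antisense strand rises from 7.42 tags below 10 bases to 562 tags at 20 bases or more, while for runs on the sense strand the highest mean is 68.7 tags.

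Agreement between libraries was measured as Pearson's r of log10(TPM + 1) across sense genes, which are not independent replicates. Over the 28 pairs of libraries r lay between 0.592 and 0.794, with a median of 0.754. The 4 pairs of the same time point, 1 library of each genotype, had r between 0.760 and 0.794. The choice that moved the median most was to keep only genes with 20 or more tags in the pair, which gave 0.696. For that set of genes, pairs of the same time point had a median of 0.858 and pairs of different time points 0.687.

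The mutated gene was at the limit of detection. RRS1 (AT5G45260) had 3 tags in No-0 at 0 h, 2 tags in No-0 at 24 h and in slh1 at 0 h, and 0 tags in the other libraries. Its neighbour RPS4 (AT5G45250) had 0 or 1 tag in each library. No difference between genotypes was detectable in either gene at this depth, and the tags give no check of the genotype labels.

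The comparison of slh1 with No-0 at 21 °C asks which transcripts differ after the shift. With edgeR, 8 genes had adjusted p below 0.05, of which 2 were higher and 6 lower in slh1, and 417 of the 7824 genes had an unadjusted p below 0.05. DESeq2 called 1 gene and limma-voom 20. The count moved most when the 24 h pair was left out, to 47 genes (9 higher and 38 lower), and it was 18 without the 6 h pair (16 higher and 2 lower) and 13 without the 9 h pair (13 higher and 0 lower), so that the direction of most calls depended on the pairs used. The only one of the 8 genes called under all 17 alternatives was CSR1 (AT3G48560), which encodes acetolactate synthase and lies on chromosome 3 from 18001283 to 18003749 (TAIR10.1). Its log2 fold change was 3.33 ± 0.24 (SE; edgeR adjusted p 5.78e-18). CSR1 had 223 TPM in No-0 and 2069 TPM in slh1 at 6 h, 253 and 1857 TPM at 9 h, and 149 and 3258 TPM at 24 h. Its counts were whole numbers in each library.

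The other genes named by the rule were AT2G41090, higher in slh1 by a log2 fold change of 1.48 ± 0.31, and 5 genes that were lower in slh1. These were GA2OX5 (AT3G17203) at -1.35 ± 0.24, COR413-PM1 (AT2G15970) at -1.25 ± 0.28, KIN2 (AT5G15970) at -1.01 ± 0.20, AT2G39725 at -0.98 ± 0.22 and LP1 (AT2G38540) at -0.85 ± 0.19 (SE). Their edgeR adjusted p lay between 0.00150 and 0.0332. None of these 6 genes was called by DESeq2 or in the fit without a time block. Without the 24 h pair AT2G41090 was at 0.76 and not called, and without the 9 h pair it was at 2.04, so that its value at 21 °C rests largely on the 24 h pair. The 5 lower genes were called without the 24 h pair. Without the 9 h pair none of them was called, with GA2OX5 at -1.29, COR413-PM1 at -1.16, KIN2 at -0.61, AT2G39725 at -1.06 and LP1 at -0.64. Without the 6 h pair, COR413-PM1 (-1.59), KIN2 (-0.86), AT2G39725 (-0.71) and LP1 (-0.65) were not called. GA2OX5 and AT2G41090 carry runs of 13 and 16 A on the sense strand, where poly(A) reads can align, and their counts are not whole in all libraries for GA2OX5 and in some for AT2G41090, so that they share reads with other loci and are uncertain. The counts of KIN2 and LP1 are also not whole in some libraries, so that part of their reads is shared. GA2OX5 is annotated as a transcribed pseudogene. The split between higher and lower genes also depended on the scaling. RLE size factors gave 6 higher and 4 lower genes, and total tags gave 8 higher and 1 lower, while the median log2 fold change of all genes moved by 0.18 between TMM and total tags.

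At 28 °C, before the shift, the genotypes were compared by 1 library each, and the test borrows its spread from the other time points. With edgeR 3 genes had adjusted p below 0.05 and 360 an unadjusted p below 0.05. DESeq2 and limma-voom called 1 gene each. CSR1 was higher in slh1 by a log2 fold change of 3.07 ± 0.40 (edgeR adjusted p 7.91e-07), with 245 TPM in No-0 and 2193 TPM in slh1. It was not called with a mean of at least 20 tags as the filter or without the time block, where 0 genes passed. The pseudogene AT2G19806 was lower at -1.94 ± 0.38 (edgeR adjusted p 0.00623; -1.98 and not called without the 9 h pair), and it carries a run of 24 A on the sense strand and has counts that are not whole. ARF1 (AT1G23490) had 39 tags in No-0 and 0 in slh1, which is 7.19-fold lower against a floor of 3 tags per library. The upper 95% limit of its log2 ratio was -2.48. The genotype by temperature interaction had 0 genes with adjusted p below 0.05 in edgeR, DESeq2 and limma-voom, with 358, 69 and 236 genes at an unadjusted p below 0.05. The smallest edgeR p values were those of ARF1, AT4G29020 and MLP423 (AT1G24020), of which the first 2 had 0 tags in slh1 at 0 h. ARF1 passed the threshold for the interaction under 5 of the alternatives, among them RLE size factors and total tags.

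**Figure D2:**
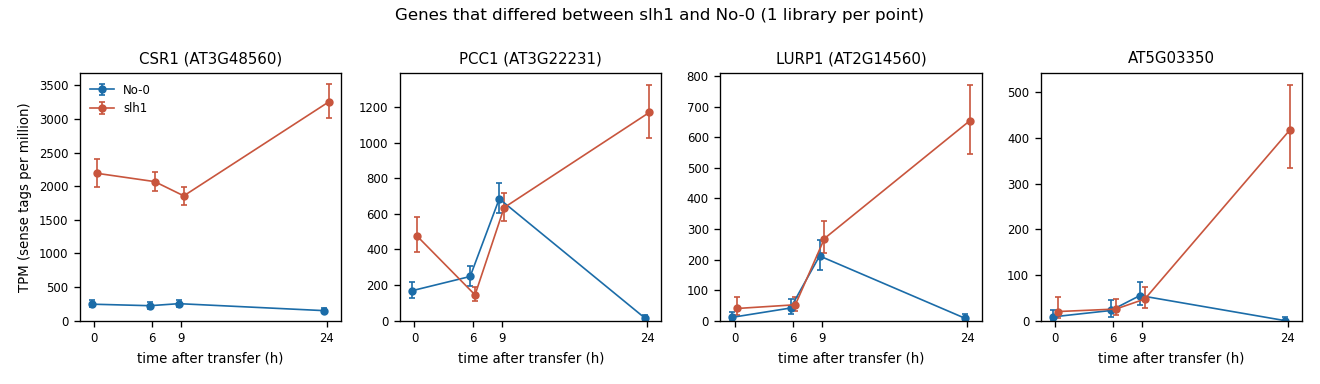
TPM (vertical axes) of CSR1, PCC1, LURP1 and AT5G03350 against hours after transfer (horizontal axes) in No-0 and slh1. Each point is 1 library and bars are exact 95% Poisson intervals of the tag count, which cover counting error only. CSR1 lies between 1857 and 3258 TPM in the slh1 libraries and between 149 and 253 TPM in the No-0 libraries, while the other 3 genes differ most at 24 h.

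The shift from 28 °C to 21 °C was tested within each genotype by setting 3 libraries against 1. In No-0, 0 genes had adjusted p below 0.05 in edgeR and limma-voom, DESeq2 called 20, and 628, 654 and 437 genes had an unadjusted p below 0.05. In slh1, 0 genes passed in edgeR, DESeq2 and limma-voom, with 682, 433 and 548 genes at an unadjusted p below 0.05. The smallest edgeR p values in No-0 were those of the chloroplast loci ATCG00750, ATCG00800 and ATCG00810, and in slh1 those of ARF1, ATCG00750 and ATCG00800. ATCG00800 went from 561.5 tags at 0 h to between 40 and 114 tags at 21 °C in No-0, and from 291.5 to between 44 and 121 in slh1. The alternative that moved both counts most was 24 h against 0 h only, with the spread taken from 6 and 9 h, which called 445 genes in No-0 and 501 in slh1.

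Single libraries of the same time point were compared without a test and have no replicate check. At least 4-fold apart were 868 genes at 0 h (349 higher in slh1 and 519 lower), 741 at 6 h (606 and 135), 488 at 9 h (330 and 158) and 888 at 24 h (348 and 540). Most of these are genes of few tags. Among genes with a mean of at least 20 tags per library, 19 were so far apart at 0 h, 11 at 6 h, 4 at 9 h and 51 at 24 h. With a pseudocount of 20 TPM the count fell to 10, 4, 3 and 44 genes. The split by direction at 0 h and 24 h depended on the setting. After thinning it was 510 higher and 466 lower at 0 h, and with a pseudocount of 20 TPM it was 42 higher and 2 lower at 24 h. At 6 h the split kept its direction but was less uneven with TMM scaling, with 384 higher and 190 lower.

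At 24 h the genes with the largest increase in slh1 were AT5G03350, PCC1 (AT3G22231) and LURP1 (AT2G14560). AT5G03350 had 86 tags in slh1 and 0 in No-0, which is 70.2-fold higher against the same floor as for ARF1. The lower 95% limit of its log2 ratio was 5.80. PCC1 had 1170 TPM in slh1 and 15.9 TPM in No-0, a log2 ratio with a 95% interval of 5.20 to 7.43. LURP1 had 654 and 7.95 TPM, with an interval of 4.97 to 8.25. In No-0 both were higher at 9 h, with 684 TPM for PCC1 and 212 TPM for LURP1, so that the difference at 24 h holds a low No-0 value as well as a high slh1 value. The largest decreases were those of AT5G55220, AT1G02150 and AAPT1 (AT1G13560), with 33, 28 and 27 tags in No-0 and 0 in slh1. At 0 h the largest increases were those of MEE21 (AT2G34570), AT2G43150 and AT3G46220 and the largest decreases those of ARF1, AT4G29020 and AT2G45520. At 6 h they were AT5G05110, SPDS2 (AT1G70310) and AT5G05060, and AT2G26240, YAK1 (AT5G35980) and ATCG00210. At 9 h they were AT1G08900, AT5G09460 and TCP10 (AT2G31070), and AT5G56350, TKL (AT3G63180) and AT1G63010. Of these 18 genes at 0, 6 and 9 h, 16 had 0 tags in 1 of the 2 libraries.

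The 24 h libraries were compared with the 0 h libraries of the same genotype, again without a test. At least 4-fold apart were 1304 genes in No-0 (737 higher at 24 h and 567 lower) and 2861 in slh1 (1351 and 1510). The largest increases in No-0 were those of BXL1 (AT5G49360), LHY (AT1G01060) and GSTF2 (AT4G02520), with 0 tags at 0 h. Against the same floor their values at 24 h were 68.7-, 37.2- and 34.7-fold higher. The lower 95% limits of their log2 ratios were 5.79, 4.90 and 4.80. The largest decreases were those of AT1G73600, AT1G73602 and AT1G28610. The first 2 of these had the same fractional count of 2.25 tags at 24 h, so that they appear to share reads and are uncertain. In slh1 the largest increases were those of GSTF2, SAG21 (AT4G02380) and AT5G55450, and the largest decreases those of PHS2 (AT3G46970), FIB (AT4G04020) and AT1G02150. Against the same floor GSTF2 was 95.5-fold higher (lower 95% limit of the log2 ratio 6.27) and PHS2 43.7-fold lower (upper limit -5.13).

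**Figure D3:**
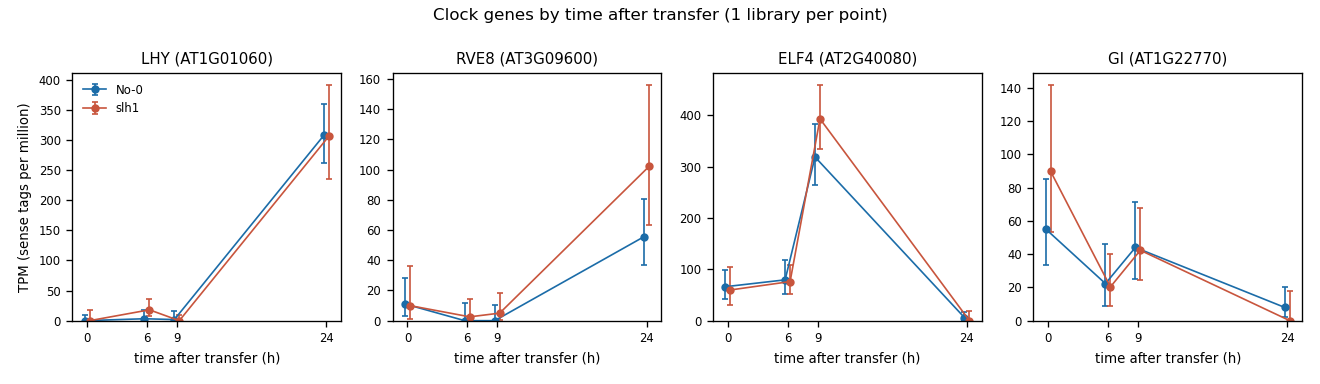
TPM (vertical axes) of the clock genes LHY, RVE8, ELF4 and GI against hours after transfer (horizontal axes) in No-0 and slh1. Each point is 1 library and bars are exact 95% Poisson intervals, which cover counting error only. LHY is at 308 TPM in No-0 and 306 TPM in slh1 at 24 h and has 0 tags in both at 0 h.

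Fixed gene lists were tested for slh1 against No-0 at 21 °C with fry. None of the 8 lists had an adjusted p below 0.05. The smallest adjusted p, 0.0591, was that of the JA response list (7 genes tested, mean log2 difference -0.35, 6 of 7 genes lower in slh1) and of the photosynthesis list (15 genes, -0.31, all 15 lower). Over the alternatives run, the adjusted p lay between 0.0994 and 0.956 for the JA response list and between 0.247 and 0.855 for the photosynthesis list, and with RLE size factors 5 of 7 and 14 of 15 genes were lower. The cold response list followed at 0.100 (5 genes, -0.92, all 5 lower). The SA immunity list had an adjusted p of 0.717 (9 genes, 0.81, 8 higher). The evening clock list (6 genes) had 0.734, the morning clock list (4 genes) 0.813, heat shock (1 gene) 0.328 and warm growth (1 gene) 0.734. The morning clock list had a median log2 difference of 0.06 and a mean of -0.10, so that its direction is undecided. With camera and an estimated correlation between genes, 0 lists passed. Over all genes tested, 0 list genes were called. Adjusted over the list alone, 6 photosynthesis genes, 3 cold response genes, 1 JA response gene and 1 SA immunity gene were called.

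By time point, the SA immunity list (12 genes used) had a median log2 difference of 1.99 between slh1 and No-0 at 24 h, above all of the 10000 matched random lists, with 11 genes higher and 1 lower. At 0, 6 and 9 h its median was at percentiles 6.81, 49.5 and 40.2. WRKY70 had 141 TPM in slh1 (29 tags) and 5.96 TPM in No-0 (3 tags) at 24 h. ICS1 (EDS16 in the annotation) had 82.7 TPM (17 tags) and 1.99 TPM (1 tag). The 12 genes used are part of 24 listed, since the others had too few tags. PR1 was seen in no library. PR2, not used, had 4 tags in each of these 2 libraries (19.5 TPM in slh1 and 7.95 TPM in No-0). PR5 had 6 tags in slh1 and 3 in No-0. The cold response list (6 genes used) was at percentile 5.91 at 0 h, 0.03 at 9 h and 26.7 at 24 h, and at 6 h its median of -0.47 lay below the 95% range of the random lists (-0.37 to 0.73). At 0, 6, 9 and 24 h, 5, 6, 6 and 4 of its genes were lower in slh1. The photosynthesis list (15 genes used) was at percentiles 50.1, 60.5, 7.53 and 19.4, with 7, 7, 12 and 14 genes lower. The JA response list (7 genes used) had a median of -0.369 at 6 h, with 6 genes lower. That lay just below the 95% range of the random lists (-0.359 to 0.889). At 0, 9 and 24 h it was at percentiles 48.4, 16.3 and 19.8, with 4 genes lower at each. Between slh1 and No-0 at 24 h, the evening clock list (6 genes used) was at percentile 2.59 with 5 genes lower, and the morning clock list (4 genes used) at 65.4 with 3 lower. Between 24 h and 0 h the SA immunity list had a median of 2.66 in slh1 (percentile 100, 11 genes higher and 1 lower). In No-0 its median was 0.19 (percentile 65.5, 8 higher and 4 lower). The cold response list had a median of -2.37 in No-0 and -3.17 in slh1 between 24 h and 0 h. COR15A had 1111 TPM at 0 h and 65.6 TPM at 24 h in No-0, and 648 and 34.0 TPM in slh1. At 6 and 9 h it was higher than at 0 h, with 1298 and 1977 TPM in No-0 and 1036 and 1212 TPM in slh1. Its fall therefore lay between 9 and 24 h. The morning clock list was at percentile 99.3 in No-0 and 99.4 in slh1 for this comparison, and the evening clock list at percentiles 0.19 and 0.60. Of the 6 reference genes, UBQ10 had between 432 and 759 TPM over the 8 libraries and EF1A between 433 and 1191 TPM, while PP2AA3, TIP41, SAND and UBC9 had at most 87.5 tags in any library.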

Values the study reported

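In the study's flg22 libraries of another ecotype, about 17% of transcripts with a mean of at least 1 TPM came from the antisense strand, and biological replicates correlated at r of 0.92 or more.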

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

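The test at 24 h and the tests of its explanations were chosen after the result was seen, with some exceptions. These are the thinning of libraries, the correlations between pairs of libraries, and the medians and percentiles of the fixed gene lists. The reading of the thinning by direction, and the use of the others for these explanations, were chosen after.

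The genotype difference at 24 h departed from the difference at 0, 6 and 9 h in 20 genes (edgeR adjusted p below 0.05), of which 15 were higher and 5 lower in slh1, and 537 genes had an unadjusted p below 0.05. DESeq2 called 4 genes and limma-voom 16, of which 4 and 11 were among the 20. This is a difference between time points tested as an extra genotype term at 24 h. The 24 h term rests on 1 library per genotype, assumed to vary like the earlier pairs. The named genes had the largest extra difference in each direction, but not all had the same sign of the genotype difference at each time point. They were AT5G03350, PCC1, LURP1, ECS1 and TIR (AT1G72930) among the higher ones and AT1G02150, ATCG00740, GSTU20, GAMMA-TIP and GASA6 among the lower ones. At 6 h, for example, PCC1 was lower in slh1, with 145 TPM against 248 TPM in No-0. PCC1 had an extra log2 difference of 6.08 ± 0.56, LURP1 5.87 ± 0.74 and TIR 3.85 ± 0.47 (SE). PCC1 had 684 TPM in No-0 at 9 h and 15.9 TPM at 24 h, so that part of the difference lies in a low No-0 value. Leaving out the 0 h pair gave 92 genes, which included all 20, and leaving out the 9 h pair gave 11, of which 10 were among the 20. PCC1 was at 6.79 without the 0 h pair. Of the named genes, AT1G02150, GAMMA-TIP and GASA6 were not called without the 6 h pair, and these, GSTU20 and ECS1 were not called without the 9 h pair, where ECS1 was at 4.25 in place of 5.31. AT2G41090, named above at 21 °C, is also among the 20, at 2.12.

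An exchange of the 24 h libraries between genotypes is argued against by CSR1, which had 3258 TPM in the library labelled slh1 at 24 h and 149 TPM in that labelled No-0, as at the other time points. An exchange of the slh1 library at 24 h with an earlier one is argued against by Pearson's r across genes with 20 or more tags in the pair, which was 0.796 with No-0 at 24 h and at most 0.561 with any earlier library. Reads split between loci are argued against for the 8 of the 20 genes with whole counts in each library, and stay open for the other 12, among them PCC1, LURP1, TIR, ECS1 and AT2G41090. Depth is argued against for the higher genes, since all 15 had more tags before scaling in slh1 at 24 h, the smaller library, than in No-0 at 24 h. It stays open for the 5 lower genes. After all libraries were thinned to the smallest, all 20 genes kept their direction and 9 were called, of which 8 were higher and 1 was lower. A different hour of harvest also stays open. Of the 15 higher genes, 13 lay above the highest No-0 library of any time point, but hours that were not sampled could reach higher values. Clock genes do not settle this. The evening clock list had a median log2 difference of -1.117 between slh1 and No-0 at 24 h (percentile 2.59, 5 of 6 genes lower). That lay just inside the 95% range of the random lists (-1.122 to 0.593). Its genes other than LUX had at most 4 tags in either library. CCA1 had 4.86 TPM in slh1 (1 tag) and 49.7 TPM in No-0 (25 tags). LHY had 306 and 308 TPM, and the morning clock list was at percentile 65.4.

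A biological candidate explanation is an immune response of slh1 after the shift to 21 °C. The SA immunity list had a median log2 difference of 1.99 at 24 h and lay within the random lists at 0 h. This rests on 12 of its 24 genes, many of them with few tags. With 1 library per genotype at 24 h this remains a hypothesis that cannot be separated from a difference between these 2 harvests.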

How the results depend on the processing

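The fits without loci with a run of 15 or more A, and the test of the 24 h difference with all its alternatives, were chosen after seeing the data. The labels give no replicate numbers to pair libraries by, and genotypes were set side by side within time points by the time block. The cause of a change was not tested except where stated.

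For slh1 against No-0 at 21 °C (8 genes), the count was 4 with no filter on low counts, 1 with a mean of at least 20 tags, 1 with DESeq2, 20 with limma-voom, 2 at an adjusted p under 0.01, 22 with antisense rows tested together, 3 without loci with a run of 15 or more A, 1 without the time block, 19 with the difference averaged over all 4 time points and 1 with the 6 libraries at 21 °C alone. Leaving out a pair gave between 13 and 47 genes, namely 18 without 6 h, 13 without 9 h and 47 without 24 h, of which 3, 2 and 7 were among the 8. CSR1 kept its call under all 17 alternatives. For 28 °C (3 genes), the count was 0 with a mean of at least 20 tags, 1 with DESeq2, 1 with limma-voom and 0 without the time block, and between 3 and 5 when a pair was left out (5 without 24 h). For the interaction (0 genes), it was 1 with RLE size factors, 1 with total tags, 1 without organellar and rRNA loci and 1 with fractional counts, and between 0 and 5 when a pair was left out, with 1 without 6 h and 5 without 24 h. Dropping loci or libraries also changes which genes are tested.

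For the shift in No-0 (0 genes), the count was 62 with no filter, 20 with DESeq2 and 445 with 24 h against 0 h only. For the shift in slh1 (0 genes), it was 29 with no filter and 501 with 24 h against 0 h only. Leaving out each 21 °C library gave 0 genes in both. DESeq2 gave no adjusted p for 6219 genes in No-0.

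For the 24 h difference (20 genes), the count was 13 with no filter, 13 with a mean of at least 20 tags and 4 with DESeq2, and between 11 and 92 when a pair was left out. RLE size factors gave 23 higher and 3 lower genes, against 15 and 5, and moved the median log2 difference of all genes by 0.17.

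No list passed under any alternative run. With a pair left out, the mean of the warm growth list (1 gene) lay between -0.0496 (without 6 h, reversed) and 0.376 (without 9 h), and that of the evening clock list between -0.51 (without 9 h) and 0.12 (without 24 h, reversed). Among named genes and lists, 361 alternative values kept their direction and side of the threshold, 91 fell short of it, 18 newly passed it and 2 reversed.

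For 0, 6, 9 and 24 h, a pseudocount of 1 TPM gave 4808, 4780, 3935 and 5368 genes 4-fold apart between genotypes, one of 20 TPM gave 10, 4, 3 and 44, and a minimum of 20 tags in one library gave 35, 65, 45 and 127. Thinning gave 831 at 9 h. For 24 h against 0 h, these settings gave 4903, 264 and 652 genes in No-0 and 8088, 522 and 508 in slh1. The pseudocount changes these counts by construction, since most genes have few tags.

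A detection level of 5 TPM gave a median of 10056.5 genes and thinning 12301. The antisense share was 13.4% without organellar and rRNA loci and 6.15% without loci with a run of 15 or more A. The median correlation was 0.696 for genes with 20 or more tags in the pair. Depth limits the values of most genes, since 2115 of 21063 sense loci had a mean of at least 20 tags per library.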

Other observations

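The tests in this part were chosen after the result was seen, except the fold changes at 28 °C and 21 °C, the percentiles of the clock lists, the correlations between pairs of libraries and the correlation over 2115 genes of the 24 h against 0 h differences.

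CSR1 was higher in slh1 at each of the 4 time points. Reads shared with another locus are argued against, since 0 libraries had a CSR1 count that was not whole. A response to the shift is argued against by the log2 fold change of 3.07 at 28 °C. A difference of the whole region is argued against by the 11 neighbours within 50 kb, whose median log2 difference was -0.0124 with a highest value of 0.95. Antisense tags of CSR1 were also more numerous in slh1, with 24, 80, 72 and 73 tags against 5, 15, 16 and 11 in No-0. A hypothesis is that the slh1 line carries an added copy of the gene, since forms of it serve as a herbicide resistance marker in plants. The log2 fold change of 3.33 at 21 °C cannot decide this, because counts per locus do not show the sequence of the tags.

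Clock genes differed between 0 h and 24 h in both genotypes, although the labels place the transfer at the start of the light period, so that both harvests should fall at the same hour. The morning clock list was at percentile 99.3 and the evening clock list at percentile 0.19 of matched random lists in No-0. A chance deviation of single libraries is argued against, because the 24 h against 0 h differences of both genotypes correlated across the 10 clock list genes used with Pearson's r of 0.912 (95% interval 0.662 to 0.979), and 0.827 without LHY (0.361 to 0.962). Of the 10 genes, 7 changed in the same direction in both genotypes, and the genes are not independent replicates. Across 2115 genes with a mean of at least 20 tags, which hold 3 of these 10, r was 0.815. Different clock phases of these harvests and an effect of the 28 °C and 21 °C growth temperatures cannot be told apart, since 0 h is the only time point at 28 °C.

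Antisense tags at loci with long runs of A may come from poly(A) reads, which stays open. In its flg22 libraries the study filtered out artefact reads, most of them poly(A). It held that antisense transcription there was no artefact, citing peaks of tags at defined positions. Whether the artefact filter was used on the libraries examined here is not stated. At loci with a run of at least 20 A on the antisense strand only, 89.4% of tags were in the rows read as antisense, and these 258 loci held 41.1% of all antisense tags. The same loci entered the reading of these rows as antisense, so that they are no separate test of the explanation. Mean antisense tags were also raised, at 68.7 per locus, where the run on the sense strand was 15 to 19 bases. Loci that also carry a long run on the antisense strand were not left out there, so that this mean does not bear on the explanation. Sense transcripts read on the wrong strand also stay open as a source. At 594 loci with at least 500 sense tags and no long run, the median antisense share was 4.09%, against 11.4% over all tags. No biological explanation was tested.

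Loci with a run of 15 or more A on the sense strand were lower in slh1 as a set. Their median log2 fold change at 21 °C was -0.19 over 300 loci, below the 95% range of -0.12 to 0.05 of random sets of the other tested loci, and 68.0% were lower against 52.6% of the others. Less poly(A) mapping in the slh1 libraries may therefore account for the lower values of these loci. Of the 6 genes called lower in slh1, 1 carries such a run (TPPI, AT5G10100, at -0.72, named after its values were seen). The other 5 were not in the set of loci compared, so that the comparison says nothing about them. Poly(A) mapping stays open for GA2OX5 among them, which carries a run of 13 A on the sense strand. No biological explanation was tested.

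The spread between libraries was larger than counting error gives, but each pair differs in genotype or time point, so that its sources cannot be told apart. All 28 pairs had r below each simulated pair drawn from a common profile, for which r was between 0.862 and 0.909 on average. In pairs of the same time point, 33 genes with 20 or more tags had 0 in one library, against 0.556 expected by counting. Of these genes 21 were at 24 h, with 18 of them at 0 in slh1, 7 were at 0 h, all at 0 in slh1, and 2 and 3 were at 6 and 9 h, so that most were at 0 in the 2 smallest libraries. Differences between the samples, and few molecules copied many times by PCR, stay open and were not tested.

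For slh1 against No-0 at 21 °C, 3 of the 10 splits of the 6 libraries at 21 °C called at least as many genes as the real split, which called 1 in that fit. For the lists the real split gave 0, a number that all 10 splits reach by construction, so that the splits say nothing about them. Under the time block, splits that part only 1 pair come as duplicates of the same fit, so that fewer than 10 are distinct. With so few splits chance cannot be excluded for the number of genes called. The gene called in the real split was CSR1, which was higher in slh1 at each of the 4 time points. The other 2 of these 3 splits rest on the 24 h pair alone and called 21 genes each. They are the same fit and compare slh1 with No-0 at 24 h, so that they do not stand for chance. Of the 4 splits that part all 3 time points' pairs, the real one alone called a gene.

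The antisense share of features with a mean of at least 1 TPM was 28.3%. That is higher than the value quoted from the study above. The samples, the depth and the requirement on replicates differ, so that the shares are not like for like.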
